# Coordinating Expression of RNA Binding Proteins with Their mRNA Targets

**DOI:** 10.1038/srep07175

**Published:** 2014-11-24

**Authors:** Huifeng Jiang, Lin Xu, Zhe Wang, Jack Keene, Zhenglong Gu

## Abstract

Post-transcriptional regulation by RNA binding proteins (RBPs) plays prominent roles in a variety of biological processes. In this study, by analyzing the global regulatory relationship between RBPs and their target mRNAs in yeast, we discovered that most RBP genes are co-regulated with their target genes, but the RBPs tend to dampen expression variation among their target mRNAs. We further examined a well-studied RBP gene, *PUF3*, and found that the protein decreases the variation of its target mRNAs by differentially affecting their decay. We also constructed a mathematical model to explain the relationship between RBPs and the expression of their target genes. Our results provided new insights into the functional importance of RBPs in coordinating the expression of their target genes.

Coordinating the regulation of functionally related genes by reducing their expression variation in a cell is crucial for the survival of organisms with limited resource in nature^1^,^2^,^3^,^4^. In prokaryotes, expression of functionally related genes can be coordinated by forming operons to reduce their expression fluctuation^5^. It was proposed that posttranscriptional regulons in eukaryotes may play a similar role in coordinating the expression of their target genes during posttranscriptional regulation^6^,^7^,^8^. Gene expression is controlled at multiple steps. Post-transcriptional regulation is mediated by small RNAs (e.g. microRNAs) or RNA binding proteins (RBPs) which usually bind to elements in the 3′ UTR and orchestrate the fate of their targeted mRNAs. The systems properties and evolution of microRNA posttranscriptional regulons have been well studied^9^,^10^,^11^,^12^. A theoretical model for microRNA predicts that they can both modify the mean of their target genes expression level and reduce variance of expression for their target genes^8^. While the functional importance of post-transcriptional regulons becomes increasingly clear, their system properties and evolution remain under-investigated.

RBPs and their regulation have been shown to be important in splicing, stability, translocation and translation of their target mRNAs^3^,^13^. Experimental studies indicated that the function of RBPs on gene expression is complicated and sometimes will be opposite in different growth conditions^14^,^15^,^16^,^17^. Many high-throughput approaches to study RBPs have been recently developed^18^,^19^,^20^. In humans, numerous diseases have been linked to defects in RBP functions^16^,^21^,^22^,^23^,^24^. With many examples of RBPs being identified, it becomes feasible to test whether these post-transcriptional regulons can coordinate the expression of their target genes at the genome level. Budding yeast is an ideal model organism to address this issue, in part, because of the absence of microRNA system in this lineage during evolution^25^. The global identification of target mRNAs for multiple RBPs^26^,^27^ in budding yeast also offers a unique opportunity to examine the regulatory relationships between RBPs and their target mRNAs^28^,^29^.

In this study, we firstly examined the regulatory relationship between RBPs and their target genes in budding yeast using RNA-seq data under different conditions. The relationships between gene expression of each RBP and the mean and variation of its target genes were investigated. We also used a well-studied RBP gene, *PUF3*, as an example to investigate the impact of RBP on the expression of their target genes. Our results indicate that most RBPs are co-regulated with their target genes. Furthermore, they play an important role in coordinating expression variation of their target genes.

## Results

### RBP buffering the expression of target genes

To investigate the general relationship between RBPs and their target genes at transcriptional regulation level, we examined the expression correlation coefficient between RBPs and their targets. We selected 33 RBPs each of which has more than 10 target RNAs in *S. cerevisiae*^27^. The expression of the studied RBPs and their target mRNAs was assessed using currently available RNA-Seq data from 148 expression profiles under multiple conditions in yeast. We calculated the correlation coefficients between the expression level of each RBP with the average expression of all of its mRNA target genes in each condition. The same calculation was also conducted between the level of RBP expression and CD (CD: Coefficient of Deviation, the standard deviation of all target genes expression divided by their mean) of its mRNA target genes.

Taking *PUF3*, a well-studied RBP gene, as an example, we found that expression of this RBP is positively correlated with the average expression of its mRNA targets (Fig. 1A). In contrast, the CD value of the expression of Puf3p target genes progressively decreases as its expression level increases (Fig. 1B). We further investigated the relationship between all RBPs and the expression and variation of their target genes in various conditions. As shown in Fig. 1C and Supplementary Table 1, strikingly, a similar pattern was observed for most of the 33 RBPs. As CD is the ratio of the standard deviation (SD) of gene expression among targets to their mean expression, to delineate the impact of the mean expression level of the mRNA targets on the negative relationship we observed, we investigated the relationship between the expression of these RBPs and the SD of the expression of their target genes. As shown in Supplementary Fig. 1, the results remained overall similar.

### Puf3p reducing the expression variation of its target genes

We used *PUF3* as an example to further investigate the buffering of RBP on the expression of their target genes. The functions of Puf3p and the evolution of this post-transcriptional regulon have been well-established^15^,^26^,^30^,^31^. 

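RNA from a wild type (WT) yeast strain and from a strain without *PUF3* (*PUF3Δ*) was sequenced, with 2 replicates of each strain. Both strains were grown in YPEG, a rich medium with ethanol and glycerol as carbon sources, on which yeast cells have to respire. The authors mapped the reads to the *S. cerevisiae* genome by SOAP2 and deposited 1 RPKM value for each of 6673 genes in each library. The genome build, the treatment of reads with several hits and the strand of the counting are not named in the paper's text. After multiplication by gene length, the RPKM values of each library summed to 1000000, so they are relative to the reads counted on the listed genes. All values (100%) were whole numbers of reads on that basis. The WT libraries held 7370059 and 8228693 reads on genes, and the *PUF3Δ* libraries held 6703910 and 8119223. The replicates of a strain differed by more than the sampling noise of their reads, with a chi-square of 11.7 per degree of freedom over 5838 genes in WT and 4.60 over 5726 genes in *PUF3Δ*, which argues against one library deposited again under another name. It does not show whether the libraries came from separate cultures, and they were counted as replicates because the labels number them so. In the files, 1329 of the genes overlap another listed gene, and their reads could have been split between or counted for both. The strains were compared on log2(RPKM + 1) with limma, over the 5860 genes with a mean RPKM of at least 1 in the 4 libraries, and the pseudocount of 1 understates the change of low genes. Gene positions are given on the reference genome R64, joined by gene identifier, which matched 5972 of the 6673 genes.

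The list of Puf3p targets used by the study was not used here. As a stand-in, the Puf3 motif set was made of the nuclear protein-coding genes with the sequence CNTGTANATA, the Puf3p recognition element with a C upstream, within 200 nt downstream of the stop codon on the coding strand in R64. It held 253 genes, of which 251 had a mean RPKM of at least 1. A separate set was taken from the annotation alone, the 79 genes whose product is named a mitochondrial ribosomal protein. All 79 had the shorter element TGTANATA in the same window, against 14.1% of all matched genes, and 63 of them were also in the Puf3 motif set.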

As Puf3p was shown to be involved in its target mRNA degradation, we investigated the impact of deleting *PUF3* gene on the expression of its targeted mRNA. The expression of the *Puf3p* target genes in the *PUF3* deletion strain was assumed to approximate their expression before *Puf3p* performs its function. The expression of these target genes in the WT strain was assumed to represent their gene expression upon Puf3p function. 

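*PUF3* (YLL013C) lies on chromosome XII of R64 from 122075 to 124714 on the minus strand, in a single coding exon. Its RPKM was 32.1 ± 4.09 (SD, n = 2) in WT, from 569 and 761 reads, and 0.196 ± 0.118 (SD, n = 2) in *PUF3Δ*, from 2 and 6 reads, a log2 fold change of -4.79 (standard error 0.21, adjusted p = 8.7e-06 from limma with Benjamini-Hochberg adjustment). Of its neighbours, BPT1 (YLL015W) and EMC6 (YLL014W) on one side had log2 fold changes of 0.47 (standard error 0.11) and -1.15 (standard error 0.16), and YEH1 (YLL012W) and SOF1 (YLL011W) on the other side had -1.48 (standard error 0.16) and -0.97 (standard error 0.11).

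Across the genome, 4283 of the 5860 genes differed between the strains at an adjusted p under 0.05 in limma, 1108 higher and 3175 lower in *PUF3Δ*. The median log2 fold change of all genes was -0.39. Median-of-ratios scaling of the libraries moved this median to -0.01 and the split to 1984 higher and 1945 lower genes, so the direction of small changes depends on the scaling. The largest increases among genes past the threshold were in SPG4 (YMR107W, XIII from 483014 to 483361), RGI2 (YIL057C, IX from 247902 to 248396) and SPG1 (YGR236C, VII from 962530 to 962817), with log2 fold changes of 5.90 (standard error 0.22), 5.51 (standard error 0.12) and 4.86 (standard error 0.09). RGI2 has a paralog, RGI1, with which reads could have been split. Besides *PUF3*, the largest decreases were in YGR035C (VII from 557072 to 557422), with -5.19 (standard error 0.12), and MF(ALPHA)2 (YGL089C, VII from 344791 to 345153), with -5.03 (standard error 0.20), whose sequence is related to MF(ALPHA)1.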

The genome-wide expression of both strains was profiled using RNA-Seq (Supplementary Figure 2). The degradation efficiency of each Puf3p target gene was defined as the percentage of gene expression level reduced from the *PUF3* deletion mutant to the WT strain. 

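In the Puf3 motif set, the stand-in for the target list, the percentage was computed as the difference of the mean RPKM in *PUF3Δ* and in WT divided by the mean in *PUF3Δ*. A reduction above 0% was seen in 111 of the 251 genes (44.2%), against 30.8% of the 5748 genes with a mean RPKM of at least 1 in both strains. The other 140 genes of the set were not lower in WT. The median reduction in the set was -4.21%, with quartiles of -32.0% and 23.6%. The sign of the reduction depends on the scaling. In alternatives chosen after the data were seen, 187 of the 251 genes (74.5%) were reduced under median-of-ratios scaling, against 49.8% of all genes, with a median reduction of 20.4% in the set, and 171 (68.1%) under quantile normalization, against 47.8%, with a median of 20.1%.

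COX17 (YLL009C, chromosome XII of R64 from 131205 to 131414, minus strand) has the element at 131166 to 131175, 30 nt after its stop codon (CTTGTATATA), and at 131121 to 131130, 75 nt after it (CCTGTAAATA). Its RPKM was 87.5 ± 9.09 (SD, n = 2) in WT and 302.5 ± 27.9 (SD, n = 2) in *PUF3Δ*, a reduction of 71.1% (log2 fold change 1.78, standard error 0.11, adjusted p = 1.9e-05 from limma). TUF1 (YOR187W, XV from 684030 to 685343) has CGTGTAAATA 87 nt after the stop codon and a reduction of 47.9% (log2 fold change 0.94, standard error 0.08, adjusted p = 5.9e-05 from limma). CYT2 (YKL087C, XI from 277189 to 277863) has CCTGTAAATA 16 nt after the stop codon. Its RPKM was 187.1 ± 10.5 (SD, n = 2) in WT and 151.5 ± 8.88 (SD, n = 2) in *PUF3Δ*, a log2 fold change of -0.30 (standard error 0.09, adjusted p = 0.016 from limma), which became 0.084 (adjusted p = 0.43) under median-of-ratios scaling. The largest reductions of the set were those of HSP60 (YLR259C, 83.0%), HSP10 (YOR020C, 76.1%) and CMK2 (YOL016C, 73.1%).

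The median log2 fold change of the set was -0.06, which lies 0.33 above the median of all genes and above all 10000 random gene lists matched on mean expression, whose central 95% ran from -0.47 to -0.27. Limma's camera test, with a preset correlation between genes of 0.01, gave p = 2.9e-04 for the set against the other genes. The call did not hold with the correlation estimated from the data (p = 0.091) or in limma's fry test of the set against no change (p = 0.26, n = 251 genes). Both depend on the scaling, and under median-of-ratios scaling they gave p = 0.015 and p = 3.6e-06 (n = 251 genes), with the set higher in *PUF3Δ*. Of the set's genes, 79 were higher and 89 lower in *PUF3Δ* at an adjusted p under 0.05 over all genes tested, and 77 and 86 adjusted over the list alone. Past the threshold in the same direction both as deposited and after median-of-ratios scaling were 79 higher and 37 lower genes. The mitochondrial ribosomal protein genes lay 0.39 above the median of all genes (camera p = 8.1e-04, p = 0.19 with the estimated correlation, fry p = 0.34), with 26 genes higher and 23 lower over all genes tested and 24 and 19 adjusted over the list alone. Under median-of-ratios scaling, camera with the estimated correlation gave p = 0.054 for these genes. Fry gave p = 5.8e-04 there (n = 79 genes), with the genes higher in *PUF3Δ*, so the fry call depends on the scaling here as well. As controls, the genes with the reversed motif ATANATGTNC lay at -0.11 from the median of all genes (camera p = 0.45, n = 101 genes), and those with the Puf4-type motif TGTAHATTA at -0.15 (camera p = 0.11, n = 117 genes).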

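Across the 251 genes of the Puf3 motif set, the percent reduction rose with the log2 RPKM in *PUF3Δ*, with a Spearman's rho of 0.347 (two-sided permutation test over genes, p = 1e-05, the smallest that 100000 permutations can give, and 3e-05 after Benjamini-Hochberg adjustment over the 6 relations computed). Genes of one library are not independent replicates. The permutation test takes the axes as unrelated, while the *PUF3Δ* value enters both of them, so its p is not a test of action by Puf3p. The replicates taken singly gave 0.323 and 0.365. Of the 63 genes with the lowest expression in *PUF3Δ*, 17 were reduced, and their median reduction was -24.2%. Of the 63 genes with the highest expression, 37 were reduced, with a median of 14.6%. The alternative that lowered the rho most was the mean expression over both strains in place of that in *PUF3Δ*, with 0.169. With only the 111 genes of positive reduction, it was 0.266.

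**Figure D1:**
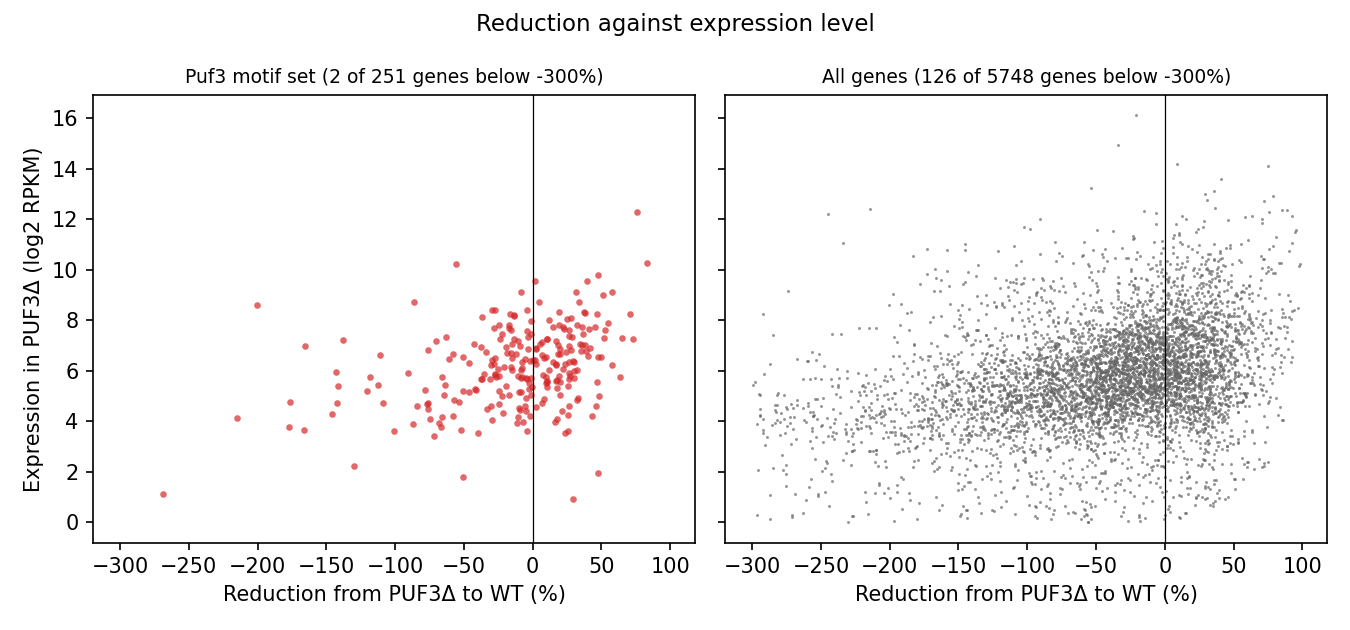
Percent reduction from *PUF3Δ* to WT (x axis) against expression in *PUF3Δ* (y axis, log2 RPKM), one point per gene, means of 2 replicates, for the Puf3 motif set (left) and all genes (right). Genes with reductions below -300% lie outside the axis and are counted in the titles, and in both panels genes of higher expression lie further to the right.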

Interestingly, we found that the percentage of mRNA degradation increases with the level of the targeted gene expression (Fig. 2A).

The significantly positive correlation between the degradation efficiency and the original expression level of the target genes indicated that Puf3p may have a selective effect on its target mRNAs based on their level of expression. 

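The same correlation was computed outside the Puf3 motif set. Over all 5748 genes, rho was 0.349 (two-sided permutation test, p = 1e-05, the smallest possible, adjusted p = 3e-05), and over the 4732 of them that match R64 and have no TGTANATA in the window it was 0.345. Random gene lists of the size of the set and matched on mean expression had a median rho of 0.374, with the central 95% between 0.258 and 0.483, and the set's rho lay at their 31.7th percentile. The mitochondrial ribosomal protein genes had a rho of 0.387 (permutation p = 4.7e-04, adjusted p = 7.0e-04), at the 6.45th percentile of their own matched lists. Genes with the reversed motif had 0.280 (permutation p = 0.0052, adjusted p = 0.0062) and those with the Puf4-type motif 0.395 (permutation p = 3.0e-05, adjusted p = 6.0e-05). The cytosolic ribosomal protein genes, chosen after values were seen, had 0.163 (permutation p = 0.061, adjusted p = 0.061), at the 0.14th percentile of their own matched lists. From the positive correlation among the target genes, the paper proposes that Puf3p may act on its targets according to their level of expression, and that, if so, this could lower the variation among them.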

If this hypothesis is correct, we inferred that this biased mRNA degradation based on the level of gene expression could decrease the gene expression variation among all the Puf3p targeted genes. To test this, we calculated the coefficient of deviation for gene expression among all the Puf3p target genes in the WT parental strain and the *PUF3Δ* strain. As shown in Figure 2B, our results confirmed our prediction and showed that deletion of the *PUF3* gene indeed leads to an increased variation of gene expression among its target genes. 

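In the Puf3 motif set, the CD of the linear RPKM values over the 251 genes was 1.496 ± 0.050 (SD, n = 2) in WT and 2.45 ± 0.069 (SD, n = 2) in *PUF3Δ*, a ratio of 1.64. Both *PUF3Δ* libraries were above both WT libraries (exact permutation test over the 4 libraries, two-sided, p = 0.333, the smallest that 2 against 2 allow). The ratio rested on few genes. The 3 genes of highest expression in *PUF3Δ* were HSP10 (YOR020C, XV from 370524 to 370844), with an RPKM of 1183 ± 146 (SD, n = 2) in WT and 4957 ± 137 (SD, n = 2) in *PUF3Δ*, HSP60 (YLR259C, XII from 663284 to 665002), with 209.1 ± 4.44 and 1234 ± 19.9, and RPL3 (YOR063W, XV from 444686 to 445849), with 1878 ± 134 and 1208 ± 38.0. Without these 3 genes the CD was 1.19 in WT and 1.15 in *PUF3Δ*, a ratio of 0.965, with overlap between the libraries of the strains. They were picked by expression in *PUF3Δ*, a rule that favours genes that rose there, such as HSP10 and HSP60. Their removal therefore tends to lower the CD in *PUF3Δ*, and a removal by expression in WT was not run. On the log2(RPKM + 1) scale, with all genes of the set, the CD was 0.235 in WT and 0.259 in *PUF3Δ*, a ratio of 1.10. The mitochondrial ribosomal protein genes had a CD of 0.690 ± 0.057 (SD, n = 2) in WT and 0.723 ± 0.017 (SD, n = 2) in *PUF3Δ*, a difference within the spread between the WT libraries. In the control sets the CD rose as well, from 2.08 ± 0.045 (SD, n = 2) in WT to 2.93 ± 0.029 (SD, n = 2) in *PUF3Δ* with the Puf4-type motif, a ratio of 1.41, and from 3.00 ± 0.0050 (SD, n = 2) to 3.58 ± 0.068 (SD, n = 2) with the reversed motif, a ratio of 1.19. Over 5615 nuclear genes the CD was 6.85 ± 0.21 (SD, n = 2) in WT and 6.47 ± 0.12 (SD, n = 2) in *PUF3Δ*. This fall turned into a rise without the 3 highest of these genes (ratio 1.11) and on the log2 scale (ratio 1.12). From the higher CD of the target genes in *PUF3Δ*, the paper concludes that deletion of *PUF3* increases the variation among them.

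**Figure D2:**
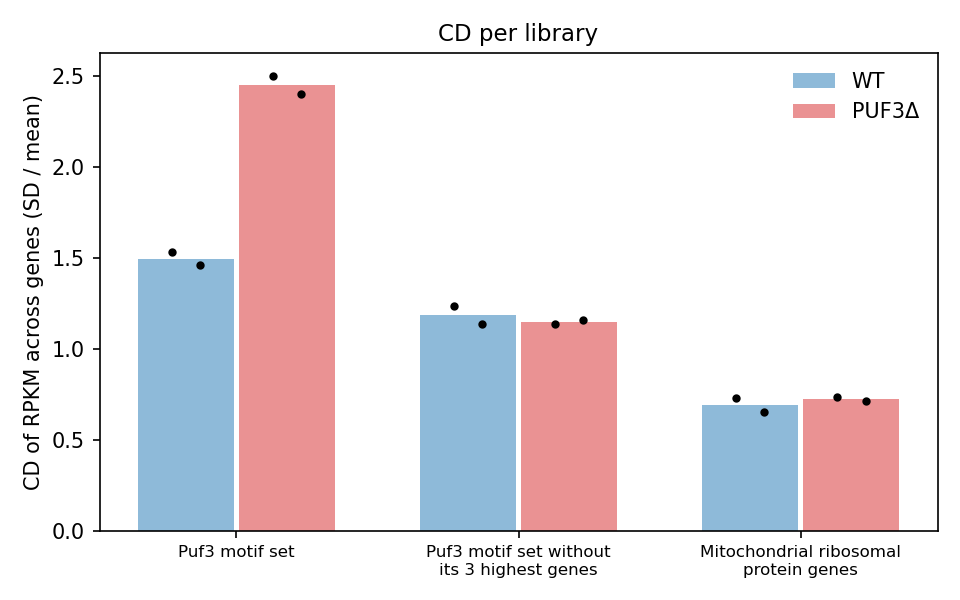
CD of RPKM across genes (SD divided by mean, y axis from 0) in WT (blue) and *PUF3Δ* (red). Bars are means of 2 libraries and points are single libraries, and the bars of the Puf3 motif set stand at 1.496 and 2.45 with all genes and at 1.19 and 1.15 without its 3 highest genes.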

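An F-test of the RPKM values of the Puf3 motif set, each divided by the mean of its strain, gave a variance ratio of 2.70 between *PUF3Δ* and WT (two-sided p = 1.6e-14, n = 251 genes). The Pitman-Morgan test, which takes into account that the same genes are measured in both strains, gave p = 2.2e-22 (n = 251 genes). Both tests assume normally distributed values, and RPKM values over genes are skewed. On simulated log-normal gene lists with equal CD, the F-test fell under 0.05 in 34% of 200 lists of 250 genes and the Pitman-Morgan test in 46.5%. Among 10000 random gene lists matched on mean expression, the ratio of the CD in *PUF3Δ* to that in WT had a median of 1.05 and a central 95% from 0.680 to 1.99, and the set lay at the 89.9th percentile. In the control sets, the F-test gave p = 2.5e-04 and the Pitman-Morgan test p = 1.6e-13 with the Puf4-type motif (n = 117 genes), and p = 0.076 and p = 0.0015 with the reversed motif (n = 101 genes). The F-test of the set on the log2(RPKM + 1) scale gave p = 0.13 (n = 251 genes), and the Pitman-Morgan test on that scale p = 3.5e-04 (n = 251 genes). Without its 3 genes of highest expression in *PUF3Δ*, the linear F-test gave p = 0.58 (n = 248 genes).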

(Fig. 2B, F-test *P*-value = 0.003).

### Coordination of gene expression by RBPs and transcription factors (TFs)

The observed gene expression results from a joint interaction between generation and degradation of mRNAs. To explain our observation that most RBPs are positively correlated with the average, but negatively correlated with the variation, of the expression of their target genes, we constructed a simple mathematical model to simulate the behavior of RBPs and their targets during gene expression. As shown in Fig. 3A, TFs increase the expression of the target genes and RBPs degrade the transcript of the target genes. According to the relative importance of mRNA generation by TFs and mRNA degradation by RBPs, we could observe four different relationships between RBPs and the expression of their target genes (Fig. 3B). More than 85% studied RBPs are co-expressed with their targets and at the same time reduce the expression variation of the target genes (the yellow region). This relationship between RBPs and their targets occurs when the generation of mRNA by TFs is stronger than the transcript degradation by RBPs, even though the mRNAs of targeted gene are degraded by RBPs. This mode of gene regulation by RBPs is similar to the incoherent feed-forward loop (iFFL) proposed for the miRNA regulation networks where iFFL is frequently used to reduce expression variation of the miRNA target genes^1^,^8^,^32^.

## Discussion

In summary, we discovered that most RBPs tend to be co-regulated with their targeted mRNAs under various conditions, but the up-regulation of RBPs can reduce the expression variation among their targeted mRNAs. According to the combinatorial RNA regulon model, RBPs can be involved in multiple overlapping biological processes^3^. Our results revealed that besides these well-demonstrated functions, many RBPs appear to have an ability to reduce expression variation among their targeted mRNA. Gene expression profiling with a genetic knockout of the yeast *PUF3* gene directly support this conclusion. DNA operons were proposed to enable prokaryotes to synchronize the levels of different components of the same functional pathways, thus reducing the variation that is associated with the production of the functionally related proteins^5^. Upon disappearance of DNA operons in most eukaryotic organisms during evolution, the suppression of expression variation among the targeted mRNAs by RBPs may represent a unique mode to achieve similar functional advantages. We further demonstrated that RBPs could conduct similar functions as miRNAs in other organisms in reducing expression variation. The molecular mechanisms underlying our observation and its evolutionary significance warrant further study, which can also be employed to create coherent biological circuits in genetic engineering^33^,^34^.

## Methods

### RNA-Seq data and the target genes of RBPs

The RBP genes and their targets were downloaded from Dr. Patrick Brown's laboratory^27^. The cutoff to define a target gene for each RBP is q-value < 0.001. Finally 33 RBPs with more than 10 target genes were used in this study. The Fastq files of RNA-Seq data for *S. cerevisiae* were downloaded from the DNAnexus website (http://sra.dnanexus.com/) and NCBI, 148 experimental conditions were listed (Supplementary Table 2). All Fastq files were mapped onto the *S. cerevisiae* genome by SOAP2 and the expression level of each gene was estimated by RPKM (Reads Per Kilobase per Million reads)^35^. After log transformation, the mean, SD and CD of expression for target genes of each RBP were calculated. The correlation coefficients between the expression of RBPs and the mean, SD & CD of their target genes were calculated using cor.test function in R^36^. We also conducted similar analysis using microarray data in different conditions and our conclusion in Fig. 1 still hold true (data not shown).

### Yeast growth condition and RNA Seq experiments

The *PUF3* gene deletion mutant strain (*PUF3Δ*) was from our previous study^31^. Both the *PUF3* gene deletion strain and the wild type BY4741 (MATa, *his3Δ1*, *leu2Δ0, met15Δ0*, *ura3Δ0*) strain were cultured overnight in YPD media. 

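The labels of the deposited libraries name the wild type BY4742 where the paper names BY4741. From general knowledge, both are derived from the same parent, BY4741 with mating type a and without *MET15*, and BY4742 with mating type alpha and without *LYS2*. LYS2 (YBR115C) had 1 and 1 reads in WT and 1 and 4 reads in *PUF3Δ*. *MET15*, listed in R64 as MET17 (YLR303W), had an RPKM of 522.9 ± 15.4 (SD, n = 2) in WT and 117.7 ± 10.5 (SD, n = 2) in *PUF3Δ*, and it overlaps another listed gene. Of the genes expressed in alpha cells, MF(ALPHA)1 (YPL187W) had 4521 ± 720.4 (SD, n = 2) and 1748 ± 122 (SD, n = 2), and STE3 (YKL178C), which also overlaps a listed gene, had 252.2 ± 38.5 and 117.0 ± 2.08. Of the genes expressed in a cells, STE2 (YFL026W) had an RPKM of 14.4 ± 1.33 in WT and 4.67 ± 0.104 in *PUF3Δ*, MFA1 (YDR461W) had 10.4 ± 2.43 and 4.98 ± 2.38 from at most 10 reads in a library, and MFA2 (YNL145W) had 2.69 ± 0.559 and 3.05 ± 2.84 from at most 4 reads. The few reads of LYS2 and the alpha-cell genes far above the a-cell genes argue against BY4741 for both strains. The level of *MET15* goes the same way, with its overlap as a limit. LEU2 had between 1 and 4 reads in the libraries and URA3 was listed at 0 in all of them. HIS3 (YOR202W), which overlaps another listed gene, had 301.9 ± 13.8 in WT and 85.3 ± 5.77 in *PUF3Δ*.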

0.01 OD cells were transferred into fresh YPEG media until 1.0 OD. Total RNA was extracted by the standard Trizol protocol. mRNA was then purified using oligo-dT DynaBeads. cDNA sequencing library was constructed according to the protocol described by Wang et al.^37^. After sequencing, the reads were also mapped into *S. cerevisiae* genome by SOAP2 with no more than two mismatches. RPKM was used to represent the expression level of each gene. The high-throughput sequencing data has been deposited in NCBI Gene Expression Omnibus under the accession number: GSE55419.

### Constructing the gene regulation model

In this model, we assumed that there was a biological system with one transcription factor (TF) and one RNA binding protein (RBP) to regulate 100 target genes (TGs) at the same time. Based on previous studies^38^,^39^, a well-established mathematical model that was used to study transcriptional programs of a gene is: 
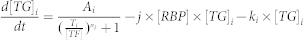

[TG]_i_, [TF] and [RBP] represent the expression level of transcriptional target gene i (i = 1, 2, … 100), transcriptional factor and RNA binding protein at time t, respectively. A_i_ and T_i_ represent the maximal expression level and the activation coefficient for transcriptional target gene i, respectively. In addition, n_i_ and k_i_ are Hill coefficient governing steepness of transcriptional activation term and the decay rate of transcriptional target gene i, respectively. j represents the rate for RBP to break down the TGs, which is dependent on the properties of unique RBP. Different RBPs might have distinct j values. The initial expression level for transcriptional target gene i is defined as [TG]_i0_.

Note that, different transcriptional target gene i might have distinct [TG]_i0_, A_i_, T_i_, n_i_, and k_i_ even when the same TF and RBP regulate them. To compare TFs and RBPs, we assume m = [TF]/[RBP]. As a result, [TF] in the above equation could be substituted by m × [RBP]. In addition, m represents an important parameter to measure the relative importance between TF in producing transcript and RBP in degrading transcripts. Based on a previous experimental estimation for the above parameters in yeast *S. cerevisiae*^40^ and other studies (reviewed in^39^), we assumed the parameter spaces for [TG]_i0_, A_i_, T_i_, n_i_, and k_i_ to be (0, 1), (1, 2), (0, 4), (1, 4) and (0, 1), respectively. Note that, [TG]_i0_ and A_i_ are defined as (0, 1) and (1, 2), which is to avoid the unrealistic situation that [TG]_i0_ could be larger than A_i_ in the random simulation process. Similarly, the parameter space for expression level of RBP ([RBP]) is (0, 2), for which 0 and 2 represent no expression and maximum expression level, respectively. To simply the simulation, we assumed the parameter spaces for m and j to be (0, 2) and (0, 1), respectively. As a result, since m = [TF]/[RBP], (0, 2) as m's parameter space would allow us to simulate both situations that [TF] is higher or lower than [RBP]. Based on all of these reasonable assumptions, we randomly produced a series of parameters for each gene of the 100 TGs. The average expression levels and CD for the 100 TGs under one [RBP] value are calculated. Under each combination of m and j values, this process is repeated 10,000 times with 1,000 different [RBP] values to calculate the correlation coefficients between [RBP] and average expression levels (or CD) of 100 TGs.

## Author Contributions

H.J., J.K. and Z.G. designed experiments. H.J. and L.X. performed data analysis and Z.W. performed the experiments. H.J. and Z.G. wrote the paper. All authors reviewed the manuscript.

## Supplementary Material

Supplementary Information Coordinating Expression of RNA Binding Proteins with Their mRNA Targets

## Figures and Tables

**Figure 1:**
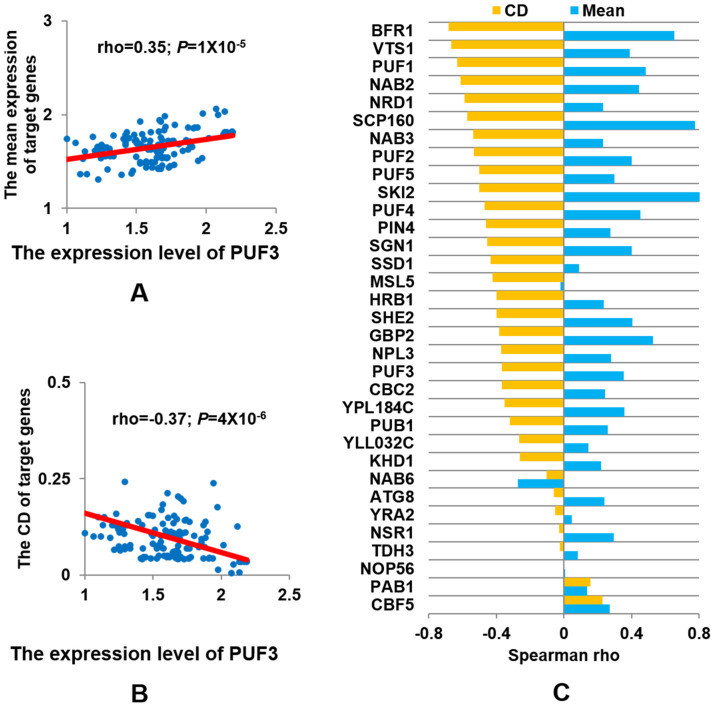
The regulatory relationship for the studied RBPs and their target genes. (A) Positive correlation between *PUF3* gene expression and the mean expression of all its target genes (long_10_RPKM for each gene is used). (B) Negative correlation between *PUF3* expression and the expression variation (CD, *Coefficient* *of Deviation*) of all its target genes. (C) The correlation coefficients (spearman rho) between the gene expression of 33 RBPs and the mean (and CD) of the expression of their target genes. RBPs are ordered based on the spearman rho for the CD values (P-values, for the regression analysis, most of which are statistically significant, were listed in Supplementary Table 1).

**Figure 2:**
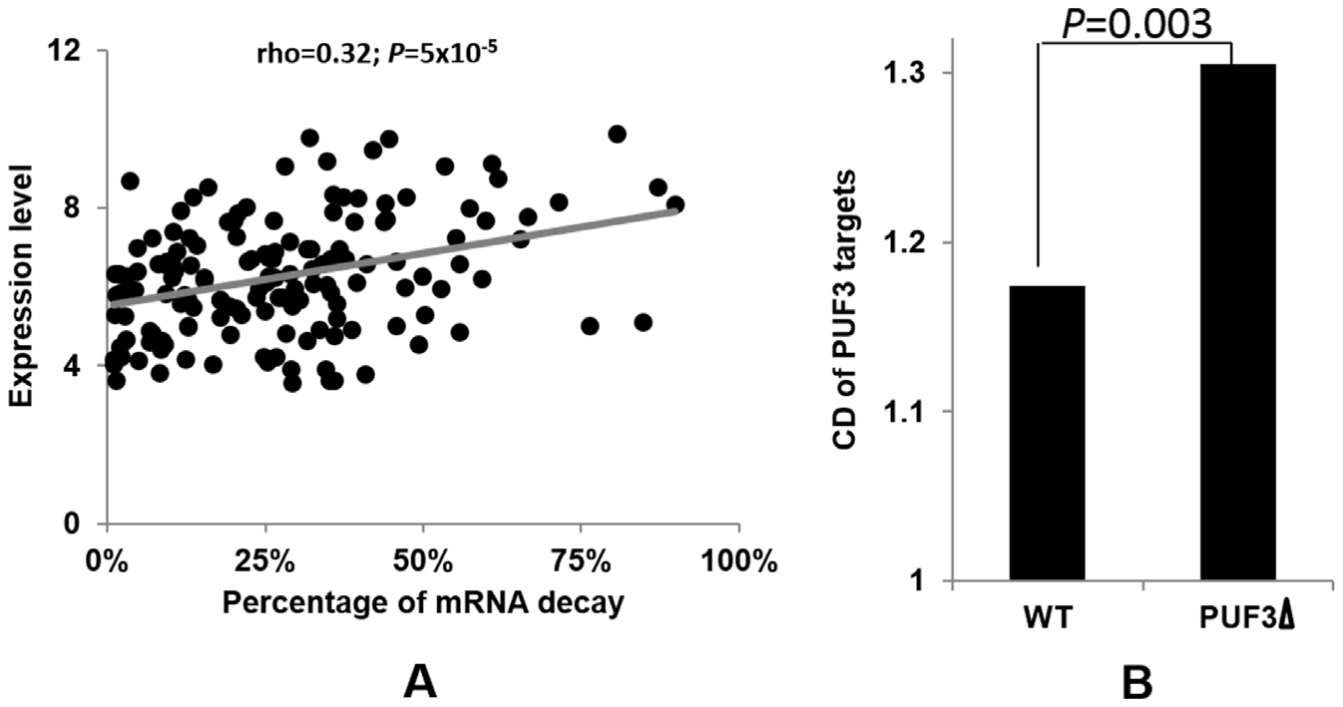
Reducing expression variation of target genes by Puf3p. (A) Biased degradation of Puf3p mRNA targets. The X axis is the percentage of mRNA reduction from the *PUF3Δ* to the WT parental strain, and the Y axis denotes the expression level of Puf3p target genes in the *PUF3Δ* strain (long_2_RPKM for each gene is used). (B) CD values in the WT parental strain and the *PUF3Δ* strain among the Puf3p target genes. F-test was used to test the CD differences.

**Figure 3:**
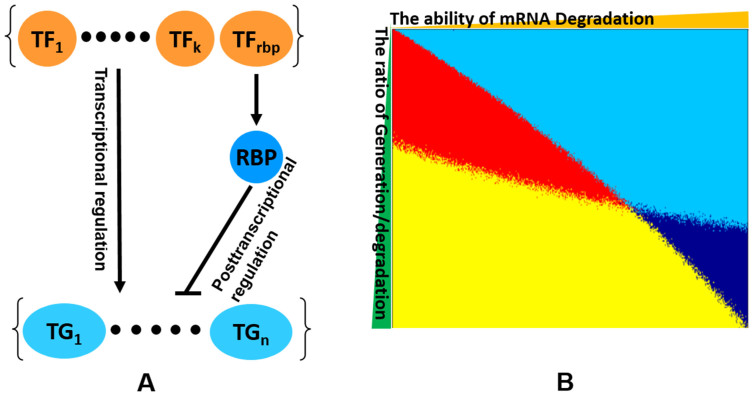
The competition and cooperation between RBPs and TFs. (A) The model of RBPs regulation system was listed. TF_rbp_ activates the expression of RBP and TF_1_ to TF_k_ activate the expression of target genes from TG_1_ to TG_n_. RBP represses the expression of all target genes. (B) The X axis (the parameter j) is the impact of mRNA degradation by RBPs and the Y axis (the parameter m) is the ratio of mRNA generation by TFs and degradation by RBPs. Four colors indicate the relationships between RBPs and the expression of their target genes. The red means a positive correlation with both average and CD of the targets; the yellow means a positive correlation with average and a negative correlation with CD of the targets; the light blue means a negative correlation with the average and a positive correlation with the CD of the targets and the dark blue means a negative correlation with both average and CD of targets.

How the deposited data were processed for this re-analysis (not part of the article)

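RNA was sequenced from 2 replicates of a wild type and 2 of a *PUF3Δ* yeast strain grown in YPEG. The authors mapped the reads by SOAP2 and deposited RPKM values, 1 per gene and library, for 6673 genes. The deposited RPKM values are relative to the total of reads on the listed genes. Whole reads were recovered from them for 100% of the values by multiplying with gene length, which gave 7370059 and 8228693 reads in WT and 6703910 and 8119223 in *PUF3Δ*. The version of SOAP2, the genome build, the treatment of reads with several hits and the strand of counting are not named in the paper's text. Only 16.5% of the matched genes had the same coordinates in the files and in R64, while 97.1% had the same length, so coordinates were not mixed, and positions of genes and motifs come from R64 alone. Between 0.610% and 1.22% of the reads of a library were on the 701 identifiers without a match, which were kept in the test across genes and could not enter any motif set.

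Samples were grouped by the strain given in the labels. The labels name another wild type strain than the paper, and both were kept on record. The strain and mating type markers argue against BY4741, the strain named in the paper. Strains were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend) on log2(RPKM + 1), over genes with a mean RPKM of at least 1, without a replicate block, at a Benjamini-Hochberg adjusted p under 0.05. Gene sets were tested with camera (preset correlation of 0.01, and an estimated one) and fry, and against 10000 random lists in which each gene was replaced by 1 of its 40 nearest genes in mean expression. Correlations across genes had 100000 permutations. The CD was computed on linear RPKM per library and averaged over the 2 libraries of a strain. Python 3.11.15 with scipy 1.17.1 was used for these steps.

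The target list of the study was not used here, and all set results are for stand-ins defined by sequence or annotation, fixed before the data were examined, together with the tests and the alternatives, except those said to be added later. The genes named were fixed by rule at the same time: *PUF3* and the 2 genes on either side, COX17, CYT2 and TUF1, strain and mating type markers, the 3 largest increases and the 3 largest decreases past the threshold without overlap between the strains, and in the Puf3 motif set the 3 largest reductions and the 3 highest genes in *PUF3Δ*. The SPG genes other than SPG1 and SPG4, RGI1 and the cytosolic ribosomal protein genes were chosen after values were seen.

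Limma was tested on simulated reads for the comparison of *PUF3Δ* with WT, with 197 changed genes among 5864, and recovered 94.9% of them with 13 false calls. The planted changes were a doubling or more, or a drop of the same size, with the direction drawn at random. No shift of all genes and no trend with length was planted. The simulation therefore cannot tell how many of the 4283 calls in the data are false, or whether small changes have the right direction. The correlation was tested on 200 simulated lists of 250 genes without a relation, of which 4% fell under 0.05. The simulated axes were drawn independently, while in the data the *PUF3Δ* value enters both axes. The simulation therefore does not show how often the test errs with such shared values. With 2 libraries per strain, an exact permutation test over libraries cannot give a p below 0.333. Genes with few reads are limited by counting error, and the counts of reads are given beside them. The alternatives were another pseudocount, other filters, quantile and median-of-ratios scaling, a replicate block, a loess correction for GC content and gene length, other motifs and windows, and leaving out each replicate. The experiments on many RNA-binding proteins over public expression profiles and the mathematical model were not analysed here.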

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

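The tests on gene length, on the SPG genes and on cytosolic ribosomal protein genes were chosen only after the results were seen.

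A signal appeared in genes outside those the paper discusses. Of 4793 genes without TGTANATA downstream of the stop codon, 898 (18.7%) were higher and 1641 (34.2%) lower in *PUF3Δ* than in WT, past the threshold and in the same direction both as deposited and after median-of-ratios scaling. In the Puf3 motif set, the shares were 31.5% and 14.7%. A trend with gene length was present in the same libraries. The log2 fold change correlated across genes with gene length, with a Spearman's rho of 0.350, and its median ran from -0.75 in the shortest eighth of the genes to 0.22 in the longest. Leaving out cytosolic ribosomal protein genes gave a rho of 0.336, and keeping only matched genes that overlap no other listed gene gave 0.340, which argues against either class as the cause. A length-dependent difference between library preparations cannot be told apart from the strains, because each library holds 1 strain. The WT replicates differed with length as well, by a slope of 0.0544 log2 units per doubling of length (standard error 0.0030), against 0.229 (standard error 0.0096) between the strains and 0.0029 (standard error 0.0026) between the *PUF3Δ* replicates. A loess correction for length and GC content, added after the data were seen, called 3669 genes, of which 2854 were also called in the same direction as deposited.

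SPG4 had a log2 fold change of 5.90, the largest increase among genes past the threshold, and has no TGTANATA downstream of its stop codon. Its reads were 37 and 72 in WT and 2916 and 3233 in *PUF3Δ*. Of the other SPG genes, named for growth in stationary phase, SPG1 and SPG5 were higher in *PUF3Δ*, with 4.86 and 1.47. SPG3 had -0.30 (standard error 0.25) as deposited and 0.078 under median-of-ratios scaling, past the threshold in neither (adjusted p = 0.31 and 0.80 from limma). SPG1, SPG3 and SPG4 are short genes, and short genes were lower in *PUF3Δ*. After correction for length and GC content, the median log2 fold change of the 4 SPG genes was 3.63. The correction raises short genes, so this value could not have counted for the length trend as the cause. The direction of the trend, opposite to the rise of SPG1 and SPG4, argues against it for these short genes. A later growth stage or slower growth of the *PUF3Δ* cultures is a candidate explanation. The paper's methods give the same starting and final optical density for both strains, which speaks against a harvest at another density and leaves the rate of growth open. The explanation was tested on the cytosolic ribosomal protein genes below, and an effect of the deletion itself stays open and untested.

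The 134 cytosolic ribosomal protein genes had a median log2 fold change of -1.09, and 132 of them were lower past the threshold in limma. The median was -0.70 under median-of-ratios scaling and -0.50 after the correction for length and GC content. The median lay at percentile 0 of 10000 random lists matched on length and expression, whose central 95% ran from -0.24 to -0.00052. Random lists ignore that these genes move together. With their correlation estimated from the data (0.464), camera gave p = 0.295 (n = 134 genes), while fry, against no change, gave p = 0.0036 (n = 134 genes). Under median-of-ratios scaling, with the median of all genes at -0.01, fry gave p = 0.0081 and camera with the estimated correlation p = 0.240 (n = 134 genes). Over all alternatives run, fry ran from p = 0.0022 to 0.072 and camera with the estimated correlation from p = 0.148 to 0.431 (at least n = 133 genes), so tests that keep the correlation differ on the drop. Lower levels of these genes are consistent with slower growth of the *PUF3Δ* cultures, as a hypothesis found and tested on the same data, and equally with an effect of the deletion, which was not tested. The genes occur in near-identical pairs whose reads could have been split, which moves reads within a pair. The files hold no growth rate or density of the single cultures.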

How the results depend on the processing

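The correction for GC content and gene length without a block, the voom fit on recovered reads, the matched lists of other set definitions, the reduction under other scalings, TGTANATA combined with other settings and the removal of HSP10 alone were chosen after the data were seen. The planned count test on whole reads was not run, and voom on the recovered reads was run in its place. No fit of the genome-wide test can leave out a replicate with a test, as 1 library would be left in a strain.

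The number of genes past the threshold stayed within 1.5 times of 4283 in all alternatives run, from 3669 with the loess correction to 4346 with voom. Quantile normalization gave 1869 higher and 2003 lower genes, and median-of-ratios scaling 1984 and 1945, against 1108 and 3175 as deposited. Of the genes called under median-of-ratios scaling, 3053 were called in the same direction as deposited. The replicate number did not pair the samples (correlation of the replicate differences between the strains -0.014), and a fit with it as a replicate block called 4184 genes.

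The median log2 fold change of the Puf3 motif set, -0.06 as deposited, was 0.32 under quantile normalization and under median-of-ratios scaling, 0.38 with the loess correction with or without the replicate block, and -0.22 with TGTANATA. The median of all genes, -0.39 as deposited, was -0.04 under quantile normalization, -0.01 under median-of-ratios scaling and -0.05 with the loess correction. Relative to all genes the set stayed higher in every alternative run. Camera p at the preset correlation was under the threshold except with TGTANATA, where the relative median was 0.17 (p = 0.090, n = 822 genes). Combined with TGTANATA, camera was past the threshold under median-of-ratios scaling (p = 0.015, n = 822 genes), quantile normalization (p = 0.029) and the loess correction without and with the block (p = 0.0054 and 0.0060). It was not past it with the deposited scaling, where the relative median was 0.10 without a filter (p = 0.23, n = 840 genes), 0.17 at a mean RPKM of at least 10 and with a block, and 0.18 with voom and with the pseudocount of 0.1. Under median-of-ratios scaling the estimated correlation gave p = 0.015. Fry gave p = 4.7e-04 under quantile normalization and 4.3e-04 with the loess correction (n = 251 genes), with the set higher in *PUF3Δ*, against 0.26 as deposited. Leaving out 1 replicate gave from -0.074 to -0.0036 for the median, from 0.31 to 0.36 for the relative median, and from 0.35 to 0.40 for the mitochondrial ribosomal protein genes. In the other alternatives run, the mitochondrial ribosomal protein genes stayed past the threshold in camera with the preset correlation. The Puf4-type control went from -0.15 to -0.12 with the loess correction and fell past the threshold there (camera p = 0.029, n = 117 genes). The moves under median-of-ratios scaling follow from its factors, and the other causes were not tested.

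The rho of the set stayed positive in all alternatives run, with p under 0.05 in all that had a test, which leaves out the fits without a replicate, from 0.169 (mean expression over both strains) to 0.535 (TGTAAATA). That over all genes stayed so as well, from 0.111 with positive reductions only to 0.384 at a mean RPKM of at least 10. The share of the set with a reduction, 44.2% as deposited, was 74.5% under median-of-ratios scaling, 68.1% under quantile normalization and 72.9% with the loess correction, and its median reduction of -4.21% became 20.4%, 20.1% and 23.4%. The percentile of the set's rho among matched lists, 31.7, was 99.89 with TGTAAATA, outside the central 95%, and inside it with the other motif and windows and with positive reductions only. Leaving out 1 replicate gave 0.322 to 0.360 in the set and 0.333 to 0.363 over all genes.

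The CD ratio of the set fell from 1.64 to 0.965 without the 3 genes of highest expression in *PUF3Δ* and to 0.923 without HSP10 alone, below 1, and to 1.10 on the log2 scale, where the F-test was no longer past its threshold (p = 0.13, n = 251 genes) and the Pitman-Morgan test was (p = 3.5e-04, n = 251 genes). It rose to 2.31 with a window of 100 nt and 1.84 with TGTAAATA. The values without these genes follow from their weight in a linear SD. The choice of the 3 genes by expression in *PUF3Δ* also tends to lower the ratio. The cause on the log2 scale was not tested. Over all genes the ratio of 0.944 became 1.12 on the log2 scale and 1.11 without the 3 highest genes, and the cause was not tested. Leaving out 1 replicate gave 1.60 to 1.68 in the set and 0.924 to 0.965 over all genes.

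Of the named genes, CYT2 (0.084), MFA2 (0.21) and SPG3 (0.078) changed sign under median-of-ratios scaling, and MFA1 was no longer past the threshold. This follows from the factors of 1.15 and 1.15 in WT and 0.867 and 0.885 in *PUF3Δ*, which raise all genes in *PUF3Δ* relative to WT. Leaving out 1 replicate gave -0.85 to 0.72 for MFA2, which has at most 4 reads in a library, and -0.71 to 0.12 for SPG3.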

Differences from the paper's values

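The CD of the target genes in *PUF3Δ* was 2.45 for the Puf3 motif set, against the paper's value of about 1.3 in Fig. 2B, read by eye. The gene lists differ, since the set is a stand-in for the paper's targets. The paper's methods name a log transformation before the CD of target genes in the public profiles, and the value of 2.45 is on linear RPKM. On the log2 scale the set had a CD of 0.235 in WT and 0.259 in *PUF3Δ*, far below about 1.2 and 1.3 in the figure. This argues against a log scale in Fig. 2B as the source of the gap. Of the alternatives set before the data were examined, leaving out the 3 genes of highest expression in *PUF3Δ* gave 1.15, within 1.5 times of the paper's value, and the log2 scale (0.259), the higher filter, quantile normalization, the other motifs and windows and leaving out a replicate did not. Leaving out HSP10 alone, chosen after seeing the values, gave 1.33, also within 1.5 times. These are values of *PUF3Δ* alone. In WT the CD was 1.45 without HSP10, above the 1.33 in *PUF3Δ*, with a ratio of 0.923. Without the 3 genes it was 1.19 in WT, against 1.15 in *PUF3Δ*. Neither removal gave the rise from WT to *PUF3Δ* seen in Fig. 2B. With all genes of the set, the WT value was 1.496, within 1.5 times of about 1.2.

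The F-test of the CD difference gave p = 1.6e-14 against the paper's 0.003. None of the alternatives set before the data were examined closed the gap, with 0.13 on the log2 scale and 0.58 without the 3 highest genes on the other side of the paper's value.

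Fig. 2A plots target genes with reductions of 0% or more. In the Puf3 motif set, 140 of 251 genes had no reduction as deposited, and 64 had none under median-of-ratios scaling, chosen after seeing the values. The paper presents the rise of the reduction with expression as a feature of Puf3p targets, and over all 5748 genes, with or without a reduction, the rho was 0.349. With positive reductions only, which is nearer to Fig. 2A, it was 0.111 over all genes and 0.266 in the set. The set then lay at the 86.8th percentile of its matched lists, inside their central 95%. The direction of the CD difference was that of the paper with all genes of the set. Without the 3 highest genes the ratio was 0.965, and no direction can be read from it. The libraries of the strains overlapped there, with a CD of 1.24 and 1.14 in WT and of 1.13 and 1.16 in *PUF3Δ*.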

Other observations

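The tests on gene length, on base composition, on cytosolic ribosomal protein genes and on matched lists of other set definitions below were chosen only after the results were seen.

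The correlation of reduction with expression in the Puf3 motif set was weighed against noise, since the expression in *PUF3Δ* enters both axes. With expression from one *PUF3Δ* replicate and the reduction from the other, rho was 0.337, which argues against noise between replicates as the source. After correction for gene length and GC content it was 0.402, which argues against the length trend. The set's rho lay at the 31.7th percentile of matched random lists, so a trend shared by other genes may account for it. With positive reductions only, as in Fig. 2A, the rho was 0.266 in the set and 0.111 over all genes, and the set lay at the 86.8th percentile of its matched lists. The genes with TGTAAATA had a rho of 0.535, at the 99.89th percentile of their own lists (central 95% from 0.259 to 0.478), which argues against a shared trend as the whole source in them. The definitions with TGTANATA and with windows of 100 and 300 nt lay at percentiles 44.4, 73.1 and 45.9, so this rests on 1 of the definitions tried. The trend was not alike in every class of genes, as the cytosolic ribosomal protein genes had 0.163, at the 0.14th percentile. Whether the excess with TGTAAATA comes from Puf3p was not tested. Sharing of the *PUF3Δ* value by both axes can still raise rho through differences between the strains that both replicates share, which the test with separate replicates leaves open. With the mean expression over both strains in place of that in *PUF3Δ*, rho was 0.169 in the set and 0.138 over all genes. Part of the correlation may therefore come from this sharing.

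The rise of the CD in the Puf3 motif set may come from a few genes of very high expression, as the ratio fell to 0.965 without 3 of them. These were picked by expression in *PUF3Δ*, which by itself tends to lower the ratio. HSP10 and HSP60 both rose in *PUF3Δ* and have the element CCTGTAAATA and CTTGTAAATA, 53 and 57 nt after the stop codon. A change of spread shared by other genes also remains open. The set's ratio lay at the 89.9th percentile of matched random lists, and the ratio was also above 1 in the control sets, with 1.41 for the Puf4-type motif and 1.19 for the reversed motif, while the ratio over all genes was 0.944 on the linear scale and 1.12 on the log2 scale.

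The higher level of the Puf3 motif set relative to all genes was not removed by the correction for length and GC content, after which the relative median was 0.43 (camera p = 4.7e-08, n = 251 genes). Genes with the reversed motif, of equal base composition, lay at -0.11, which argues against base composition of the window. An effect of Puf3p on these mRNAs is consistent with both, as a hypothesis, and a difference in growth between the cultures, itself a hypothesis, was not tested as another source.

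YDR133C, chosen after its values were seen, is a reading frame without a match in R64 and had RPKM values of 17267 and 15741 in WT and 4602 and 4961 in *PUF3Δ*. The identifiers without a match together held 1.22% and 1.12% of the reads in WT and 0.610% and 0.613% in *PUF3Δ*. No biological explanation was tested.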
